# Analysis of a novel highly metastatic melanoma cell line identifies osteopontin as a new lymphangiogenic factor

**DOI:** 10.3892/ijo.2012.1548

**Published:** 2012-07-06

**Authors:** RUEDIGER LIERSCH, JAY W. SHIN, MICHAEL BAYER, CHRISTIAN SCHWÖPPE, CHRISTOPH SCHLIEMANN, WOLFGANG E. BERDEL, ROLF MESTERS, MICHAEL DETMAR

**Keywords:** lymphatic endothelial cells, osteopontin, lymphangiogenesis, metastasis, cancer

## Abstract

Tumor cell invasion and metastasis are hallmarks of malignancy. Despite recent advances in the understanding of lymphatic spread, the mechanisms by which tumors metastasize to sentinel/distant lymph nodes and beyond are poorly understood. To gain new insights into this complex process, we established highly metastatic melanoma cell lines by *in vivo* passaging the B16 parental cell line through the lymphatic system. In this study we characterized morphology, rate of cell proliferation, colony formation, migration, tumorigenicity, lymph flow, and capacities to induce tumor- and sentinel lymph node-lymphangiogenesis. Furthermore, microarray-based comparative analysis between parental and passaged cell lines was performed to identify specific gene expression profiles. The most differentially expressed gene was SPP (osteopontin), a secreted glycophosphoprotein which is known to be involved in cancer metastasis. Overexpression of osteopontin in B16 F1-variant was confirmed by western blot analysis and quantitative RT-PCR. Treatment of cultured lymphatic endothelial cells (LECs) with osteopontin promoted cell migration mediated by the integrin α9 pathway. Our results identify osteopontin as a novel lymphangiogenic factor.

## Introduction

Since the identification of several molecules specifically expressed in lymphatic endothelial cells a rediscovery of the lymphatic vasculature has taken place. Recent advances provided a detailed analysis of the nature and organization of the lymphatic system in physiological and pathophysiological conditions. Angiogenesis and lymphangiogenesis, the proliferation of new blood and lymphatic vessels from pre-existing ones, are characteristic features of aggressive tumors and metastasis formation. Several publications have demonstrated that the blood supply and the existence of lymphatics are of prognostic relevance (1–5). For a majority of solid tumors the metastatic involvement of the sentinel lymph node is the most important indicator for an aggressive disease, often correlating with a short overall survival (6–8). Depending on lymph node status and tumor stage, prognosis and treatment strategies may vary from more intense to less intense.

Lymphangiogenesis has been found in various malignancies. Several studies revealed that tumors can actively induce the formation of tumor lymphangiogenesis and promote metastasis (4,5,9). Dadras *et al* have shown that there is a direct relationship between lymphatic vessel density (LVD) and survival in melanoma patients (10). Furthermore, the extent of tumor lymphangiogenesis has been shown to predict the presence of melanoma metastasis in sentinel lymph nodes at the time of surgery (10). Increased LVD might be a marker of aggressive tumors that secrete high levels of lymphangiogenic cytokines. As observed by Hirakawa *et al* carcinogen-induced squamous cell carcinomas in transgenic mice overexpressing VEGF-A and VEGF-C in the skin displayed increased angiogenesis and lymphangiogenesis, as well as enhanced lymphatic and systemic metastasis (3,11). Furthermore, it has been recently described that tumors are able to induce lymphangiogenesis in sentinel lymph nodes, even prior to, and after metastatic colonization (3,11). The fact that lymph nodes respond to inflammation or neoplasia is long known. Indeed, activated lymph nodes can increase many-fold in size and weight (12–14). Although the exact mechanisms underlying lymph node lymphangiogenesis remain unclear, enhanced lymph node lymphangiogenesis could represent a possible strategy for tumors to disseminate further throughout the lymphatic system and subsequentl, to secondary sites.

So far, the main focus in targeting lymphatic endothelial cells has been the VEGFR-3 receptor. Various reports have evaluated the effect of VEGFR-3 blockade on lymphatic cancer metastasis (15). It has been shown that blocking VEGFR-3 inhibits metastasis formation, but it could not totally block metastastic spread, suggesting the existence of alternative lymphangiogenic pathways (16). We generated a highly metastatic melanoma cell line by passaging B16 cells through the lymphatic system. Morphological, pathophysiogical and molecular characteristics of the passaged B16 variants are described. In comparison to previously published B16 variants (17) these cell lines were injected intracutaneously and new variants were isolated from metastatic lymph nodes. In line with previous studies on human melanomas we observed a significant upregulation of SPP1 (osteopontin, OPN) in gene expression analyses, which is known to interact with integrin α9.

## Material and methods

### Cells

B16F1 and B16-variants were cultured in DMEM (Gibco-BRL, Grand Island, NY) supplemented with 20% fetal bovine serum (FBS). B16F1 cells (1x10^6^) were injected intradermally in the backskin of C57BL6 mice and the tumor was removed 14–17 days after implantation. Metastatic melanoma cells were isolated from lymph nodes (LN) and cultured *in vitro* (B16-RI). Then, B16-RI was again intradermally injected into mice, and primary tumors, LN metastases (B16-R2) and lung metastases (B16-R2L) were isolated and re-cultured. Funcitonal assays were performed on B16 variants *in vitro*.

### Animal models

B16 variant cells (1x10^6^) were injected intradermally in the backskin of C57BL6 mice. Tumors were measured weekly using a digital caliper and tumor volumes were calculated as published (3). After 3 weeks, mice were euthanized using carbon dioxide and tumors and lymph nodes were removed. Tissue samples were embedded in optimal cutting temperature compound (OCT; Sakura Finetek, Torrance, CA). For lymph flow evaluation we injected FITC-Dextran 500 (Sigma-Aldrich) peritumorally and lymph nodes were excised and embedded in OCT 10 min after injection.

### Matrigel assay

Wild-type mice (C57BL6, female, 6 to 8 weeks-old) were anesthesized and injected subcutaneously into the lower flank skin with 100 μl of matrigel (BD Biosciences Pharmingen, San Diego, CA) containing either human VEGF-A165 (500 ng/ml), control PBS or OPN (1,000 ng/ml; n=5 per group). After 7 days, skin samples were embedded in OCT and immunofluorescence analyses were performed on 8-μm cryostat sections, as described (18). All animal models were approved by the Massachusetts General Hospital Subcommittee on Research Animal Care.

### Quantitative real-time RT-PCR

Total cellular RNA was isolated from cultured cells using TRIzol (Invitrogen, Carlsbad, CA) and was treated with RQ1 RNase-free-DNase (Promega, Madison, WI) as previously described (19). The expression of mouse OPN mRNA was investigated by quantitative real-time RT-PCR using the ABI Prism 7000 Sequence Detection System (Applied Biosystems, Foster City, CA). Primers and probes for OPN were pre-designed (hCG38538, Applied Biosystems). Expression levels were normalized by β-actin as an internal control.

### Immunoblotting

For western blot analysis of OPN expression, supernatant of confluent cultures of B16 variants were homogenized in lysis buffer. Protein concentrations were determined using the NanoOrange Protein Quantitation Kit (Molecular Probes, Eugene, OR). Supernatants (100 μg of total protein) were then subjected to SDS-polyacrylamide gel electrophoresis using NuPAGE 10% BT gels, 1.0 mm, 12-well and NuPAGE MES SDS running buffer (Invitrogen). Proteins were transferred onto Trans-Blot Transfer Medium pure nitrocellulose membranes (BioRad, Hercules, CA) for immunoblot analysis. Blocking was performed with 5% non-fat dry milk in 0.1% Tween-20 (Sigma) in PBS, followed by immunoblotting with a polyclonal anti-mouse OPN antibody (R&D Systems, Minneapolis, MN). Specific binding was detected by the ECL Plus Western Blotting Detection System (GE Healthcare, Buckinghamshire, UK).

### Immunofluorescence and computer assisted morphometric vessel analyses

Immunohistochemical analyses were performed as previously described (18) using antibodies against mouse LYVE-1 (Upstate Biotechnology, Lake Placid, NY), CD31 (BD Biosciences Pharmingen) and corresponding secondary antibodies labeled with Alexa Fluor 488 or 594 (Molecular Probes). Cell nuclei were counterstained with Hoechst bisbenzimide (Sigma-Aldrich). Routine hematoxylin and eosin stains were also performed. Sections were examined using an Axioscope 2 mot plus (Carl Zeiss AG; Feldbach, Switzerland) and images were captured with a Zeiss AxioCam MRc. Morphometric analyses were performed using Image Pro software as described (18). Three different fields (10x) of each section were examined and the number of vessels per square micrometer, the average vessels size and the relative tissue area occupied by lymphatic vessels in the dermis were determined. The unpaired Student’s t-test was used to analyze differences in microvessel density and size.

### Proliferation, migration assays

For endothelial cell migration assays, B16 variants, lymphatic endothelial cells (LEC) or blood endothelial cells (BEC) were grown to 100% confluency and serum starved overnight. Human dermal BVEC and LEC were isolated from neonatal human foreskins, as previously described (20). Briefly, in order to remove fibrocytes, CD45-negative selection was performed using an immunomagnetic beads-conjugated anti-human CD45 antibody (Dynal, Lake Success, NY) before isolating CD34-positive BVEC. Thereafter, the remaining CD34-negative cells were incubated with an immunomagnetic bead-conjugated anti-human CD31 antibody (Dynal) to isolate LEC. Cells were washed with PBS and the medium was changed to the appropiate serum-free medium. Monolayers were incubated in 5% CO_2_ at 37°C for 24 h. For trans-well migration assays, 24-well FluoroBlock inserts of 8 μm pore size (BD Biosciences, Bedford, MA) were coated on the bottom side with 10 μg/ml fibronectin (BD Biosciences) for 1 h, followed by incubation with or without OPN (100 ng/ml) and with or without Thrombin cleavage (1 unit of Thrombin for 15 min). Protein-binding sites remaining after aspiration were blocked with 100 μg/ml bovine serum albumin (BSA; Sigma). Cells (1x10^6^/ml; 100 μl) were seeded in serum-free medium containing 0.2% delipidized BSA into the upper chambers and were incubated for 4 h at 37°C in the absence of FBS with or without blocking antibodies (α9 integrin, α1/2 integrin, Upstate Biotech, Lake Placid, NY), control-IgG antibody (10 ng/ml). Cells on the underside of inserts were stained with Calcein AM (Molecular Probes), and fluorescence intensity was measured using a Spectra Max Gemini fluorescence reader (Bucher Biotec AG, Basel, Switzerland). For proliferation assays B16 variants, LECs and BECs (2x10^3^) were seeded onto 96-well plates. Triplicate wells were treated with different concentrations of OPN (0.01 ng/ml to 2,500 ng/ml; R&D Systems) and with 20 ng/ml VEGF-A or neither. After 72 h, cells were incubated with 4-methylumbelliferyl heptanoate (MUH; Sigma-Aldrich). Fluorescence intensity, proportional to the number of viable cells was measured using a Spectra Max Gemini EM fluorescence reader (Bucher Biotec AG). Statistical analyses were performed using the unpaired Student’s t-test.

### Colony assay

Colony assays were performed according to previous reports (21). Briefly, 6-well plates were plated with semisolid medium containing MEM, 1% low-melt-agar (Roth, Karlsruhe, Germany), 10% FCS and penicillin-streptomycin. Subsequently, 5x10^4^ cells were seeded in DMEM supplemented with 10% FCS and 0.8% agarose. Dishes were monitored for 14 days and then microphotographed and colonies were counted in three high resolution fields (HRF).

### Microarray analysis

B16 and B16 variants were cultured in DMEM supplemented with 20% FBS (Invitrogen, Grand Island, NY) supplemented with antibiotic-antimycotic solution. Every B16 variant was cultured in duplicates. Total cellular RNA was isolated using the TRIzol reagent (Invitrogen, Carlsbad, CA) extracted with chloroform, precipitated with isopropanol, washed with 70% ethanol and dissolved in DNase-free/RNase-free distilled water. The concentration of RNA was measured using NanoDrop ND-1000 spectrophotometer (Witec AG, Littau, Switzerland) and RNA quality was assessed using 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Digoxigenin-UTP-labeled cRNA was generated and amplified from 500 ng of total-RNA using the NanoAmp RT-IVT Labeling Kit (Applied Biosystems) following the manufacturer’s protocol, and was hybridized to Applied Biosystems Mouse Genome Survey Microarrays V2.0. Chemiluminescence detection, image acquisition, and analysis were performed using the Chemiluminescence Detection Kit (Applied Biosystems) and the Applied Biosystems 1700 Chemiluminescent Microarray Analyzer following the manufacturer’s protocol. A total of two biological replicates were generated for each B16 variant RNA analysis. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE33697 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33697).

### Microarray data analysis

Raw data were normalized using the quantile normalization method available from LIMMA library - R/Bioconductor (22,23). Probes which had signal-to-noise ratio (S/N ratio) of 3 or greater, flag (error) value of 5,000 or less in duplicates for each group were further subjected to statistical analyses. Differentially expressed genes were identified using the Empirical Bayes (EB) analysis (24). The pathway analyses were performed using the PANTHER (protein analysis through evolutionary relationships) protein classification system, which classifies proteins into families/subfamilies, molecular functions, biological processes, and biological pathways (25). Pathways that were over-represented in the group of genes upregulated in new B16 variants were identified, and the significance of over-representation was calculated using binomial tests against all genes represented on the Applied Biosystems Mouse Genome Survey Microarray as the reference.

## Results

### Increased migratory properties of the new passaged cell line

We first set out to investigate the *in vitro*/*in vivo* features of new B16 variant cell lines. To this aim we analyzed cell morphology, proliferation rate, colony formation, migration and tumorigenicity. Microscopic analyses revealed several key morphological changes of the new variants as compared to the parental B16 cell line (Fig. 1A). New B16 variants showed altered cell-cell junctions suggestive of increased cell motility. The B16-R2L variant especially formed incomplete cell-cell interface and revealed specific focal points on the cell surface to adhere to their neighbouring cells (Fig. 1A). The B16-F1 variant formed significantly more cell-cell interface (Fig. 1, B16), showing a typical cobblestone morphology in culture. In contrast, B16-R2L exhibited a stellate morphology under phase contrast (Fig. 1, B16-R2L), closely resembling a fibroblastic phenotype. These differences were maintained even in late passages (data not shown). While additional *in vitro* experiments revealed that the proliferation rate (Fig. 1B) and colony-forming capacity (Fig. 1C) were not altered by *in vivo* passaging, B16 variants displayed significantly increased motile propensities in migration assays (Fig. 1D). Boyden chamber migration analyses revealed a nearly 4-fold increase for B16-R2L as compared to B16F1 (Fig. 1D). To study the *in vivo* characeristics, we injected B16 parental and B16-R2L cell-line subcutaneously into the backskin of C57Bl6 mice (8–10 weeks). In agreement with *in vitro* results primary tumor growth was not altered (Fig. 2A), while lymph node metastasis, analysed by immunohistochemical analysis, was significantly increased in the new B16 variants with every passage (Fig. 2B). B16-R2L showed a nearly 2-fold higher incidence of lymph node involvement as compared to B16F1 cell line.

### Increased peritumoral lymphangiogenesis

Next, we investigated the effects of the new B16 variants on tumor-mediated formation of lymphatic and blood vessels. To analyze tumor-associated lymphatic vessels, we double-stained tumor sections with antibodies specific for mouse LYVE-1 and CD31 (Pecam). While CD31 is expressed on both endothelial cells, LYVE-1 is expressed only on lymphatic endothelial cells. Small and compressed lymphatic vessels were commonly observed in the upper skin near the tumor mass, whereas lymphatic vessels were markedly enlarged in the peritumoral area away from the skin. Intratumoral lymphatic vessels were not clearly detectable and lumina were found to be completely compressed. Computer-assisted image analysis of melanoma sections in the peritumoral regions revealed an increased number of the peritumoral-associated lymphatic vessels and percent area of enlarged vessels (Fig. 2C and D), however, the average size was not altered (Fig. 2E). These results indicate that the new B16 variants promote tumor-associated lymphangiogenesis and with only minor effects on blood vessel formation (data not shown). Finally, to investigate whether OPN alone might play a role in lymphangiogenesis *in vivo*, athymic nude mice were injected subcutaneously with Matrigel containing OPN. Lymphatic vessel area in % and average size was significantly increased surrounding the OPN-releasing implants compared with mice that received control implants (Fig. 3).

### Pronounced lymph node lymphangiogenesis and drainage by new cell line variants

Immunfluorescence analyses of lymph nodes derived from mice bearing the parental and the new cell lines revealed comparable numbers of blood vessels, while LYVE-1 positive sinusoids were strongly induced in the new B16 variants (Fig. 2 F–I). In comparison to the parental cell line, the B16 variants showed an increase of lymph sinusoids in the draining sentinel lymph nodes (Fig. 2). To determine how lymph-derived soluble factors of the lymphatic fluid are differentially drained in the sentinel lymph node of tumor bearing mice, we visualized the altered drainage of a high molecular weight protein in sentinel lymph nodes. To this end, we developed a lymph drainage analysis in sentinel lymph nodes using high molecular weight FITC-Dextran. We injected FITC-Dextran subcutaneously next to the tumor and analysed the drainage 10 min after injection in the draining lymph node. In mice bearing the new B16 variants, we could demonstrate an increased lymph flow in the cortical and subcortical zone of draining sentinel lymph nodes (Fig. 4). However, in naive mice without tumors, macromolecules were detectable in the subcapsular and medullary sinuses, but were largely excluded from the cortical lymphocyte microenvironment.

### Osteopontin as a mediator of lymphatic invasiveness

To eluciate the differentital gene expression profiles of the new cell lines, we performed whole genome-wide microarray analyses. 

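B16 is a mouse melanoma line from the C57BL6 strain. B16-RI was cultured from lymph node metastases after 1 round of intradermal injection, and B16-R2 and B16-R2L were cultured from lymph node and lung metastases after 2 rounds. Digoxigenin-labelled cRNA of each line was hybridized to Applied Biosystems mouse arrays, on which every probe gives a single chemiluminescence signal. The values given here come from 4 arrays, 1 per line, so differences between lines have no replicate check. Second arrays of the lines were not used here. Of the 33012 probes, 14375 were detected on the B16 array, 13872 on B16-RI, 14756 on B16-R2 and 14855 on B16-R2L, where detection means a signal-to-noise ratio (S/N) of at least 3 and a flag of at most 5000. On all 4 arrays 11604 probes were detected. The median raw signal was 435 on B16, 451 on B16-RI, 619 on B16-R2 and 554 on B16-R2L. The authors deposited the raw signal and a normalized signal, which is the raw signal divided by 1 of 2 constants on each array, for 16524 and 16488 probes. The constants were 372 and 389 on B16, 368 and 389.9 on B16-RI, 588 and 488 on B16-R2, and 491 and 498 on B16-R2L. These values were not quantile normalized, which is the method named in the paper. The log2 of the deposited normalized signal was used, and quantile normalization of the 4 raw columns was run beside it. In the deposited values the probes detected on every array were brighter than on B16 by a median of 0.21 log2 units on B16-RI, 0.41 on B16-R2 and 0.22 on B16-R2L. Some probes were not detected on 1 of the 2 arrays compared. Such a probe was set to the higher of its own signal and the lowest detected signal of that array. The ratio is then written as at least N-fold. It is no strict minimum, because the true signal of the undetected probe may be higher than its reading.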

Four cell lines derived from 4 subsequent *in vivo* passages were evaluated in duplicates for microarray expression analysis. We identified 33 overexpressed genes during *in vivo* passaging and focused on those genes which where significantly upregulated with each passage (Fig. 5A and B). 

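In these 4 arrays, 661 probes rose at each step from B16 to B16-RI, B16-R2 and B16-R2L, were at least 2-fold brighter on B16-R2L than on B16, and were detected on B16-R2L. A gene symbol was given for 420 of them. B16-R2 and B16-R2L come from the same injection round, so the last step is between lymph node and lung lines and is no further passage. On the B16 array 336 of the 661 probes were not detected, so for those under the S/N limit the size of the rise is uncertain. The mirrored rule found 304 probes that fell at each step, of which 258 were not detected on B16-R2L. The same count was made for the other 23 orders of the 4 arrays. The highest of these was 527, for the order with B16-R2 and B16-R2L exchanged, and the median was 303. As a ratio, the count changed most when B16-RI had to be at least 2-fold above B16 already, which left 123 probes. With 75th percentile scaling 392 probes rose and 499 fell. The rising probes were unevenly spread over the 2 probe sets, with 480 in the set of 16524 probes and 181 in the other. Among probes detected on every array, the median difference from B16 was 0.39, 0.41 and 0.46 log2 units on B16-RI, B16-R2 and B16-R2L in the first set and 0.07, 0.42 and -0.01 in the second set. With each probe set centred on its own median, an alternative chosen after seeing the data, 290 probes rose and 482 fell, and 228 of the 661 probes were among the 290. The order B16, B16-RI, B16-R2 and B16-R2L then ranked 11 of the 24 orders.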

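On the B16-RI array, 1634 probes were at least 2-fold above B16 and 1502 were at least 2-fold below it. There were 2150 probes above and 1251 below on B16-R2, and 2120 above and 1402 below on B16-R2L. Probes above B16 thus made up 52.1% of the changed probes in B16-RI, 63.2% in B16-R2 and 60.2% in B16-R2L. After quantile normalization of the raw columns the shares were 45.6%, 51.5% and 52.7%, and with each probe set centred on its own median they were 41.4%, 36.8% and 43.8%. Above B16 on all 3 passaged arrays were 375 probes, and 788 were above B16 on both B16-R2 and B16-R2L.

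**Figure D1:**
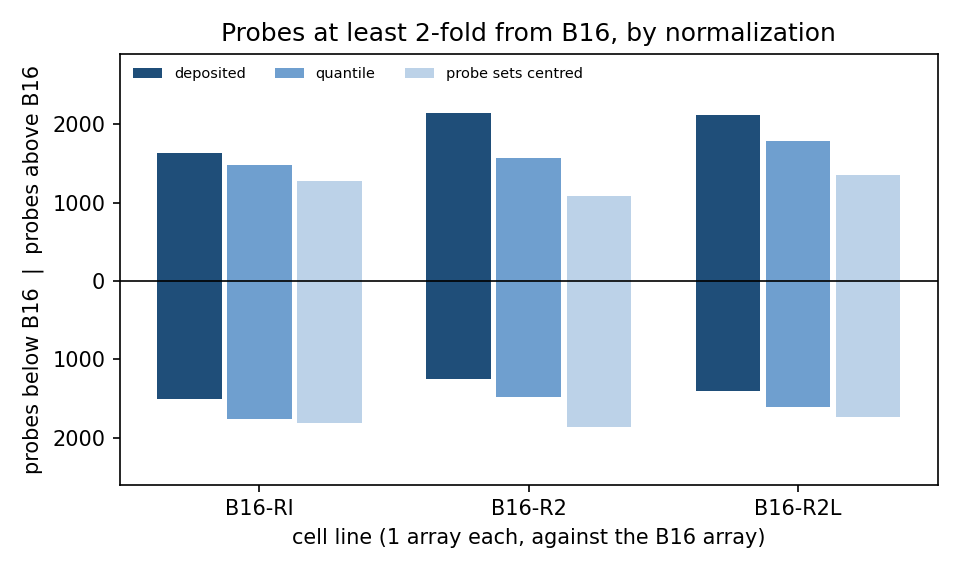
Number of probes at least 2-fold above B16 (upward bars) and below B16 (downward bars) on 1 array of each passaged line, for the deposited values, quantile normalization and centring of each probe set. For B16-R2 the upward bar falls from 2150 with the deposited values to 1575 and 1088.

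The PANTHER categories of Fig. 5C were not analysed here. In their place, short lists of genes for 4 of the processes were used, and the median difference of each list from B16 was set against 10000 random lists of genes matched on mean signal. Of 18 detected genes of the tricarboxylic acid cycle, the median was at percentile 15.9 in B16-RI, 5.54 in B16-R2 and 26.9 in B16-R2L. For 11 genes of protein ADP-ribosylation the percentiles were 49.3, 79.2 and 45.3, and for 13 cell adhesion genes they were 72.6, 7.94 and 73.6. For 10 genes of cytokine and chemokine signalling they were 30.3, 32.8 and 98.6, and without the detection filter the last of these was 83.4. Within the lists, Cxcl10 was measured at 4.13-fold B16 in B16-RI, 4.69-fold in B16-R2 and 3.46-fold in B16-R2L. Art3 was at 5.22-fold, 7.71-fold and 4.54-fold, and Art4, not detected on B16, was at least 6.41-fold, 15.8-fold and 7.18-fold higher.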

Analysis revealed that in the last passaged cell lines (R2 and R2L) the most significant upregulation could be seen in different biological processes (Fig. 5C). In particular, we found that the secreted phosphoprotein 1 (SPP1), also known as OPN, was significantly upregulated with *in vivo* passage (Fig. 5B). 

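Spp1, listed in the file under the identifier mCG14598.2, had 2 probes on the array. The probe of Fig. 5B was not detected on B16, where its normalized signal was 1.87, and was detected on the 3 passaged arrays at 25.1 in B16-RI, 82.8 in B16-R2 and 108 in B16-R2L. It was at least 13.4-fold above B16 in B16-RI, 44.3-fold in B16-R2 and 57.8-fold in B16-R2L, which is 3.75, 5.47 and 5.85 log2 units. Centring each probe set on its own median lowered these values most, to 3.35, 5.04 and 5.34. The B16 signal behind these ratios had an S/N of 0.06, so they are uncertain in size and no strict minimum. The step from B16-RI to B16-R2 was 3.29-fold and the step from B16-R2 to B16-R2L was 1.31-fold. The other Spp1 probe was not detected on B16 either, and was at least 7.44-fold, 21.3-fold and 18.1-fold above it. Its signal fell from 10.2 in B16-R2 to 8.67 in B16-R2L, a step of -0.24 log2 units. This step was -0.05 with median scaling and between 0.05 and 0.18 with the other scalings, so its direction depended on the scaling, while the probe of Fig. 5B rose under each.

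**Figure D2:**
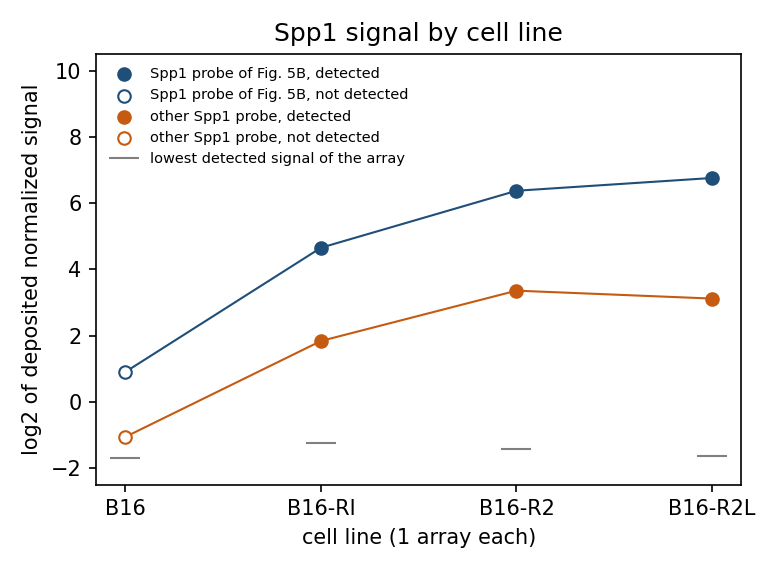
Log2 of the deposited normalized signal of the 2 Spp1 probes (vertical axis) on 1 array of each cell line (horizontal axis). Grey marks give the lowest detected signal of each array, and both probes are open (not detected) on B16 and filled (detected) on the passaged arrays.

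By the difference between B16-R2L and B16, Spp1 ranked 4 among the 661 rising probes. It followed probes of Apobec2, 1110025G12Rik (Mrap) and Mcoln3, none of which was detected on B16, so that this order rests on signals at background. A second Apobec2 probe was detected on B16, with an S/N of 3.03. Among the 400 rising probes detected on each passaged array Spp1 ranked 5 by the measured difference between B16-R2L and B16-RI, 2.11 log2 units. This ranking was added after seeing the data. Of the 10 probes of Fig. 5B, 9 rose at each step. The exception was 2210409B01Rik (Slc44a4), which was at least 28.4-fold above B16 in B16-RI and had a normalized signal of 14.06 in B16-R2 and 14.02 in B16-R2L. None of the 10 was detected on B16. On B16-R2L, 1110025G12Rik was at least 83.2-fold above B16, mCG58700.2 42.7-fold, Gpr37 38.7-fold, BC035954 29.4-fold, 1110028A07Rik 29.1-fold, mCG61513.1 23.9-fold, Cfi 21.4-fold and Rcn3 13.1-fold. The nearest genes on either side of Spp1 that were detected on every array, Sparcl1 and Zfp33b, were above B16 by 2.23 and 1.16 log2 units on B16-R2L, and were chosen after their values were seen. They were the highest of the 20 nearest genes detected on every array. Set against all genes, the median difference of these 20 was 0.081 log2 units and the lowest was -0.73. Of the macrophage genes looked at, Csf1r was detected on B16-R2 by 1 of its 2 probes and Lyzs (Lyz2) was lower in every passaged line than in B16. The paper took the genes that rose with each passage in duplicate arrays and ranked them by a meta-score, with SPP1 at the top of the list. It states that SPP1 was upregulated with in vivo passage. Beside the arrays it reports western blots of secreted OPN and real-time RT-PCR, which were not re-analysed here.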

Western blots of cell line supernatants revealed the secreted OPN in B16 variants and real-time RT-PCR confirmed the microarray findings (Fig. 5D and E).

### Osteopontin directly promotes lymphatic function in vitro and in vivo

We investigated whether OPN might directly stimulate wound-repair associated lymphangiogenesis via activation of α9 integrin, which is known to be expressed by lymphatic vessels. While the treatment of cultured human LEC with OPN induced no significant increase of LEC migration in a haptoxis assay in comparison to the control cells the antibody blockade of α9 integrin significantly inhibited LEC migration to a lower level observed in OPN stimulated and unstimulated LECs (Fig. 6A). This shows that OPN without thrombin cleavage already has an effect on α9 integrins, which could possibly be explained by other proteases. Blockade of either the α1 or the α2 integrin subunit had no significant impact on OPN-induced LEC migration (Fig. 6A). Considering the thrombin cleavage effect, we repeated the experiments with thrombin cleavage revealing that the observed effect could be enhanced by OPN processing, especially in contrats to the untreated cells, while in comparison to α-antibody, cell treatment lacked significance value (P=0.08; Fig. 6B).

## Discussion

In many tumors, the prognosis and the treatment decisions change depending on lymph node status and tumor stage. Once tumor cells gain access to the lymphatic system it has been proposed that lymphogenous and hematogenous metastases can occur almost simultaneously (26). Recently, a new mode of tumor lymphangiogenesis has been described by Hirakawa *et al* observing an increased lymphangiogenesis in the sentinel lymph node, even prior to, and after metastatic colonization (3,11). In addition, it has been recently documented that lymphatic sinus growth is associated with greatly increased lymph flow within lymph nodes in melanoma-bearing mice and developing B-cell lymphomas (27,28). The results presented here support these observations by a comparison of different *in vivo* passaged melanoma cells lines with differential lymphatic invasiveness. In line with the results of Hirakawa *et al* we found no metastasis in distant organs without lymph node metastasis (11).

Furthermore, our results indicate that sentinel lymph node lymphangiogenesis might increase the drainage of metastasing cancer cells into the deeper cortex, facilitating metastasis either through the lymphatic system or rapidly through the circulatory system. Recent publications by Rudell *et al*(28) revealed that lymphatic sinuses express VEGFR-2 and VEGFR-3 and that subcutaneously injected dyes travel more efficiently through draining lymph nodes, indicating that hyperthropic lymphatic sinuses increase lymph flow. However, the drainage pattern of injected macromolecules has not been described. It is tempting to speculate that tumor cells could get better access into the lymph node due to these structural changes in draining lymph nodes. These intriguing findings reveal that different metastatic cell lines induce lymphangiogenesis within the draining lymph nodes even before the tumor has metastasized, possibly facilitating future metastatic spread via the lymphatic and blood vessel system. Whether this effect is exclusively mediated by OPN is not clear.

OPN is a phosphorylated secreted chemotactic protein of the SIBLING family that is known to attract immune cells to inflammatory sites. The protein is expressed at high levels in a variety of tumors and transformed cells (29–32) and expression can either be localized in the tumor cells themselves (30,32) or in tumor-associated macrophages (29). Several studies indicated OPN expression in various human malignancies, acting as a marker of malignancy in prostate cancer, osteosarcoma, glioblastoma, squamos cell carcinoma, breast cancer and melanoma (reviewed in ref. 33). In melanoma, it has been demonstrated that OPN inhibition reduces melanoma cell growth (34) and decreases B16 melanoma invasiveness (35). In our analysis we confirmed that OPN is abundantly expressed in metastatic melanomas, and these cancer cells are even characterized by differential behaviour *in vitro* and *in vivo*. 

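In the cultured lines, the Spp1 probe of Fig. 5B had a raw signal of 694 and an S/N of 0.06 on the B16 array. On the passaged arrays its raw signal was 9257 with an S/N of 11.5 in B16-RI, 48666 with an S/N of 37.2 in B16-R2 and 53130 with an S/N of 37.4 in B16-R2L. The other Spp1 probe had an S/N of 1.40 on B16, 9.09 on B16-RI, 23.1 on B16-R2 and 20.3 on B16-R2L. Signals of different probes were not set against each other, so these values show in which lines Spp1 was detected and not how abundant it was beside other transcripts.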

OPN overexpression results in an increase in the malignant phenotype (36), a finding which has generally been observed in metastatic melanomas (37). It has been reported that transfection with antisense oligonucleotides reduced the malignant potential of malignant melanoma (38), overexpression of OPN in OPN-negative breast cancer cells increased metastasis through a mechanism that enhances angio-genesis (39). In contrast, we did not observe an increase of the tumor volume between the different variants and angiogenesis in peri- and intratumoral areas in our *in vivo* experiments. However, we demonstrate for the first time that OPN is a strong stimulator of lymphatic endothelial cell migration and lymphangiogenesis. The difference in the average size of the lymphatic vessels in the two different *in vivo* experiments could be explained by the different tissue pressure and time-point of analysis.

Various factors are known to be involved in the regulation of lymphatic endothelial cells and recently it has been shown that integrins such as α1β1, α2β1, α5, αv and also α9 are expressed by lymphatic endothelial cells (40). The integrin α9 recognizes at least three distinct ligands: vascular cell adhesion molecule 1 (VCAM-1), tenascin-C and OPN. Smith *et al* showed that a recombinant OPN fragment could support α9β1-mediated adhesion, an activity not found in the full-length molecule (41). In addition, they found that α9β1 could mediate melanoma cell migration (41). The proteolytic fragments of OPN play a potential role not only on tumor migration itself, but also on lymphatic endothelial cell migration and therefore tumor-derived OPN facitiltates the future metastasis not only by direct mechanism on the melanoma cell itself, but also by activation of lymphatic endothelial cells. We have found that OPN can induce lymphatic cell migration and that it is secreted in greater quantity by lymphatic invasive melanomas. Furthermore, our results indicate that OPN-induced lymphatic cell movement is a directed, α9β1-dependent response. Cell proliferation studies have shown that the major effects of OPN involve lymphatic migration but not proliferation.

Since its first identification in bone, the role of OPN has been an area of intense investigation. OPN plays a crucial role in determining the metastatic potential of different cancer types in various ways. The expression of OPN confers a survival advantage in tumor cells. In summary, our results indicate a potential role of OPN in migration of lymphatic endothelial cells, as an insoluble adhesive ligand. OPN, which is expressed at high levels in many tumor types, is functioning as a cell adhesion molecule in the extracellular matrix. Owing to its potential role in stimulating cancer cell motility, tumor growth and metastasis, OPN might be considered as a promising candidate target for the treatment of cancer.

## Figures and Tables

**Figure 1:**
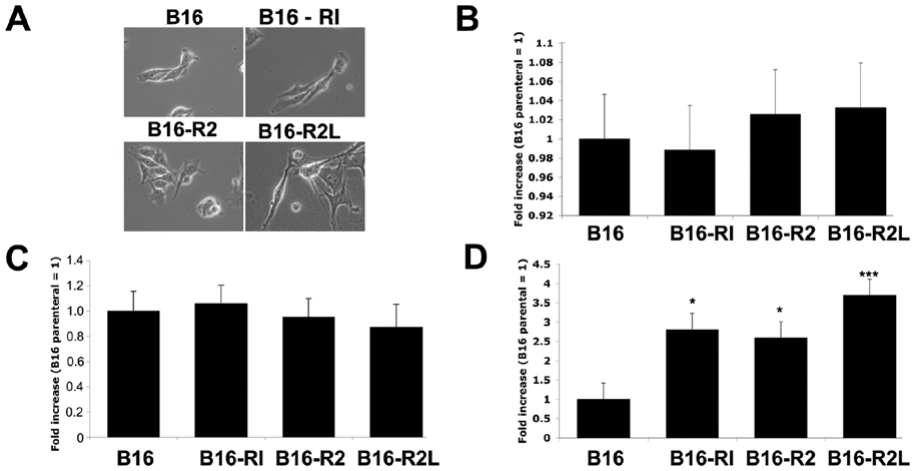
(A) Microscopy of B16-variants. Microscopic analysis of the B16-variants revealed a different morphologic cell shape and pseudopodia. Differences were maintained in late passages. New B16 variants reveal (D) an increased migration without (B) differences in proliferation and (C) colony-formation. Statistical analyses were performed using the unpaired Student’s t-test. Data represent means ± SEM. ^*^P<0.05; ^**^P<0.01; ^***^P<0.001.

**Figure 2:**
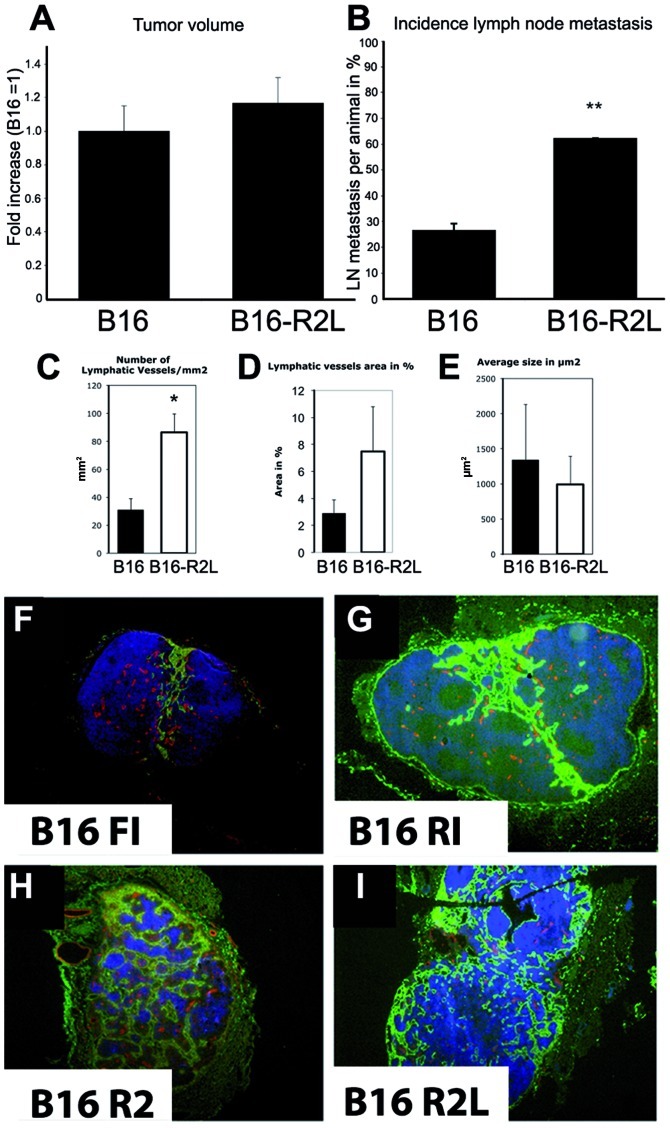
The B16-R2L variant shows (A) no difference in tumor size but (B) an increase in lymphatic metastasis to sentinel lymph nodes. B16FI and B16-R2L cells were injected intradermally (1x10^6^ in the backskin of C57Bl6) and tumor size and LN metastasis was measured/evaluated at day 14 after injection. Statistical analysis was performed using the Mann-Whitney test. Data represent means ± SEM. ^*^P<0.05; ^**^P<0.01. (C–E) Increased peritumoral lymphangiogenesis. Staining for LYVE-1 and computer-assisted evaluation (Image Pro software) reveal (C) increased peritumoral number of lymphatic vessels and (D) vessel size for the B16-R2L variant in comparison to the parental cell line (B16F1) while (E) average size was not altered. Statistical analysis was performed using the unpaired Student’s t-test. Data represent means ± SEM. ^*^P<0.05; ^**^P<0.01. (F–I) Increased sentinel lymph node lymphangiogenesis in B16 variants. Lymph node lymphangiogenesis was evaluated at day 17 after intradermal injection of 1×10^6^ cells in C57Bl6 mice (8–10 weeks). Staining revealed an increased sentinel lymph node lymphangiogenesis indicated by LYVE-1 (green)/CD31 (red) immunofluorescence stain. Nuclei, blue (Hoechst); magnification, ×5.

**Figure 3:**
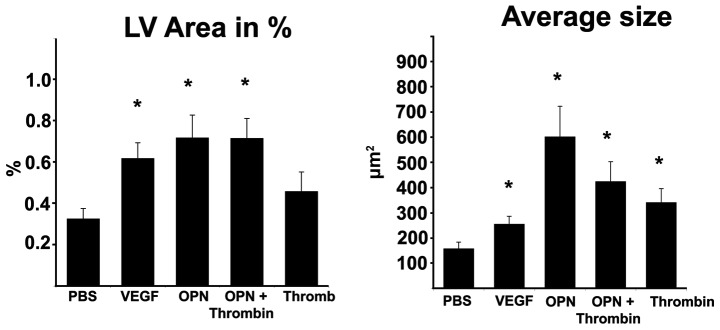
Osteopontin increases lymphangiogenesis in a Matrigel assay containing Matrigel with PBS, VEGF, OPN, OPN plus Thrombin and Thrombin. Skin was harvested after 7 days. Statistical analysis was performed using the unpaired Student’s t-test. Data represent means ± SEM; ^*^P<0.05; ^**^P<0.01.

**Figure 4:**
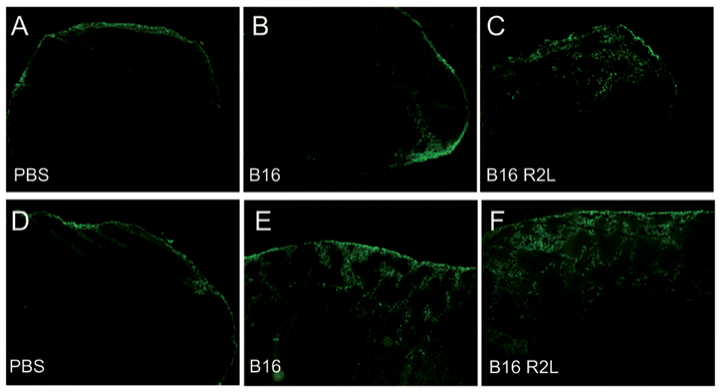
Increased cortical drainage of FITC-Dextran 500 in tumor-draining sentinel lymph nodes. PBS, B16 F1 and B16-R2L were injected intradermally in C57Bl6 mice (A–C) at day 11 and (D–F) day 15. FITC-Dextran 500 was injected peritumoral and the sentinel draining lymph node was removed after 10 min. FITC-Dextran, green; magnification, x100; representative pictures from 1 out of 4 experiments with similar outcome are shown.

**Figure 5:**
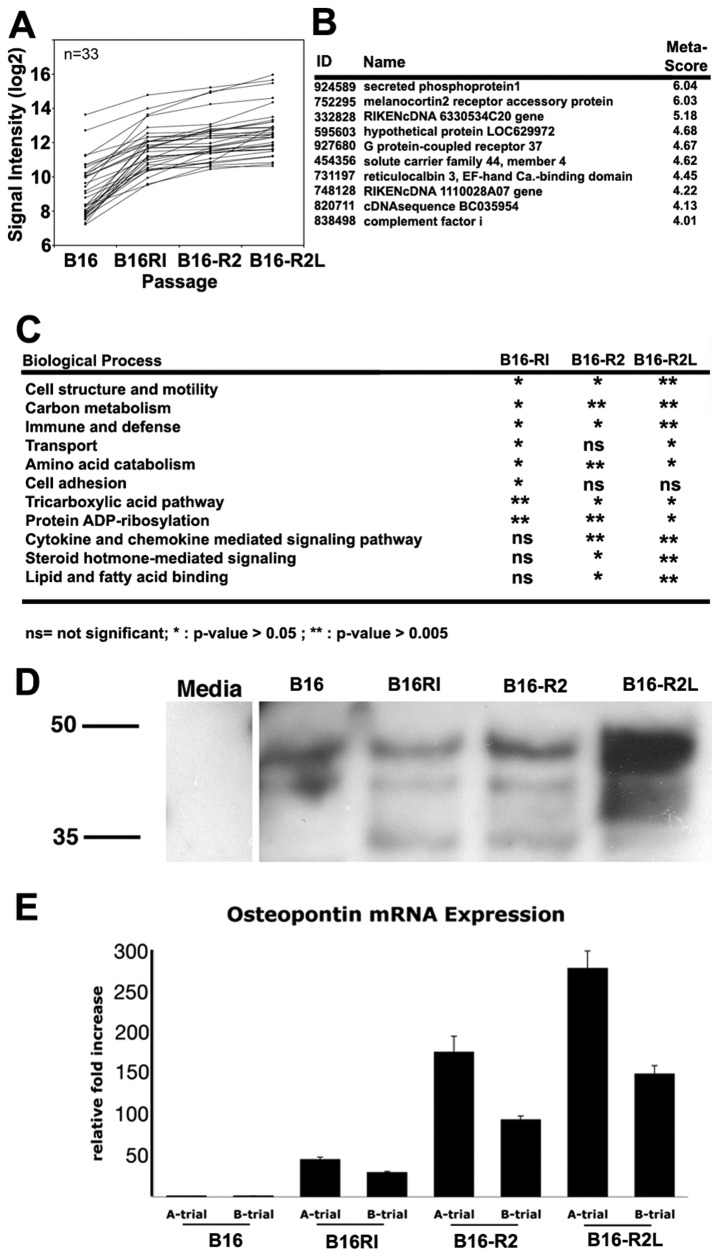
Over-expressed genes after *in vivo* passaging in an genome-wide expression array. (A) Thirty-three genes demonstrated increase in signal intensity in each passage. (B) First ten highest meta-scores are listed, (C) significantly over-represented biological processes in each *in vivo* passage. Validation of overexpressed OPN. (D) Western blot analysis of cell culture supernatant reveals secretion of OPN and (E) real-time RT-PCR indicates an increased osteopontin level in B16-variants.

**Figure 6:**
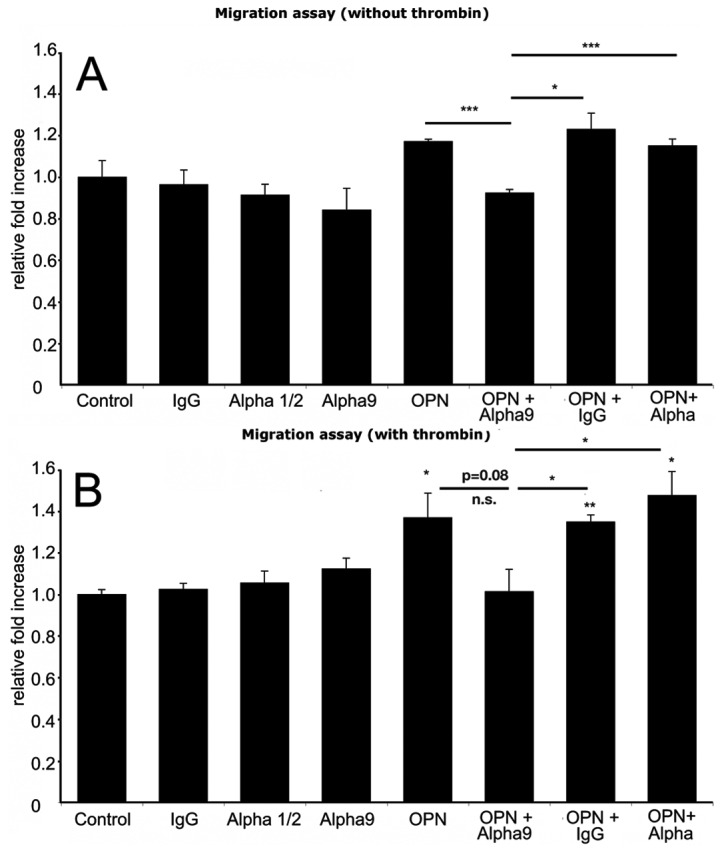
OPN increases LEC migration. OPN, especially after (B) thrombin cleavage, induces LEC migration. This process could be blocked by the anti-α9 integrin antibody. Statistical analysis was performed using the unpaired Student’s t-test. Data represent means ± SEM. ^*^P<0.05; ^**^P<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

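RNA of 4 cultured mouse melanoma lines, the parental B16 line and the passaged lines B16-RI, B16-R2 and B16-R2L, was measured on Applied Biosystems Mouse Genome Survey Microarrays with 1 array per line. The sample labels describe 1 sample per line, while the paper describes duplicates. The series table also held 30 columns of second arrays, 20 of per-sample values and 10 of ratios, which match no sample of the labels and were not used. Another 14 columns of log2 values and ratios derived from the arrays analysed were not used either. The 16 columns used were the raw signal, the normalized signal, the signal-to-noise ratio and the flag of each array.

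The authors deposited raw and normalized intensity values for 33012 probes. The raw intensity is the signal given by the chemiluminescence analyzer. The normalized intensity deposited by the authors was found, by dividing 1 by the other, to be the raw signal divided by 2 constants per array, for 2 sets of probes. It was not quantile normalized, although the paper names quantile normalization. The deposited signal-to-noise ratio and flag are scores of the analyzer. The paper used them as a filter, with limits of 3 and 5000 in the duplicates of each group. The same limits were used here, on the single array named in each rule.

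From the deposited values, log2 of the normalized signal was taken without a pseudocount. The choices in the next sentences were made before the data were examined. A probe was called rising when its signal was higher at each step in the order B16, B16-RI, B16-R2 and B16-R2L, the difference between B16-R2L and B16 was at least 1 log2 unit, and it was detected on B16-R2L. A probe was called above or below B16 when the difference was at least 1 log2 unit and it was detected on the brighter array. Genes were named by a rule: the 10 probes of Fig. 5B, the genes the paper names, the 5 probes with a gene symbol with the largest difference in signal between B16-R2L and B16 among rising probes and the 5 among falling probes, whether or not both signals were detected, and members of fixed gene lists that were detected and changed at least 2-fold in at least 1 line. The lists covered lymphangiogenic ligands, melanocyte genes, cell shape genes, markers of lymphocytes, macrophages, fibroblasts and endothelium, the tricarboxylic acid cycle, protein ADP-ribosylation, cytokine and chemokine signalling, and cell adhesion. A list was represented by 1 probe per gene, the brightest over the 4 arrays, and its median difference from B16 was placed among 10000 random lists of genes of the same size matched on mean signal in 10 groups. Random lists describe these arrays and give no p-value. The median of the lymphocyte list and 1 member of the lists that meets the naming rule are not reported here.

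The alternatives were quantile normalization, median scaling and 75th percentile scaling of the raw signals, stricter and looser detection filters, other size limits and other step rules. Alternatives added after the data were seen were centring of each probe set on its own median over probes detected on every array, quantile normalization together with detection on every array, removal from the deposited values of the offset between the probe sets alone or of the overall shift of each array alone, and a rank of Spp1 by the difference between B16-R2L and B16-RI. The percentile of the Spp1 signal among all probes, which had been planned, was left out because signals of different probes are not comparable.

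Current gene names and the chromosome of each gene were taken from the RefSeq gene table of assembly GRCm38.p6. The table matched 16153 of the 17302 probes that carry a gene symbol, and 6 more probes through an accession. The file names no genome build, so no coordinates are given. Calculations were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The counting rules were tested on simulated arrays of 33012 probes with noise of 0.15 log2 units, in which 200 of 200 probes made to rise and 199 of 200 made to fall by 0.7 log2 units per step were recovered, with 0 unchanged probes called. These simulations do not carry the noise of dim probes in the real arrays, nor the shifts between arrays or the offset between probe sets. They therefore check the counting code and do not show how many false calls the real arrays hold. Because only the arrays that match a sample of the labels were used, 1 per line, no test between lines was run and no replicate was left out, and the number of arrays limits the precision of every value.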

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

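The tests of normalization, of single spots, of the B16 array and of an offset between probe sets were chosen after the results were seen.

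Apobec2, Mcoln3 and Fbp2 rose strongly in the lines of injection round 2, and the paper does not discuss them. The probes that rose were not detected on B16 or B16-RI. On B16-R2L the difference from B16 was at least 6.63 log2 units for Apobec2, 6.06 for Mcoln3 and 5.46 for Fbp2. On B16-R2 it was at least 5.84, 4.10 and 3.95. Normalization is argued against as the whole cause, because the smallest difference of the 3 probes from B16 on either array, over the scalings run, was 3.50. A fault of a spot on 1 array is argued against because each of the 3 probes was detected on both arrays, with a lowest S/N of 15.6. A second Apobec2 probe was detected on B16, B16-R2 and B16-R2L and was above B16 by 1.10 and 1.77 log2 units. Its S/N on B16 was 3.03, just over the limit of 3. On B16-RI the S/N of the first Apobec2 probe was 2.98, just under it. The 2 probes share the direction, while their difference in size rests on B16 signals near or below the limit. Mcoln3 and Fbp2 had 1 probe each. Cross-hybridization of a probe was not tested and stays open, as does a difference between cultures of 1 line. A change in the lines of round 2 stays open as a biological explanation.

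Abcg2 fell in the order B16, B16-RI, B16-R2 and B16-R2L and is not mentioned in the paper. The last of these steps is between lines of the same injection round, from lymph node and lung. Its log2 signal was 4.02 on B16, 3.11 on B16-RI and 1.74 on B16-R2, and it was not detected on B16-R2L. The difference between B16-R2L and B16 was at least -4.64. The weakest fall over the scalings run was -4.59, which argues against normalization as the cause. The array held 1 probe for this gene, so a fault of the probe on B16-R2L was not tested for the last step. A change with passage stays open.

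Probes that fell at each step numbered 304 with the deposited values, and the paper reports only rising genes. The number depends on the scaling of the arrays and on detection of dim probes. Only 45 were detected on all 4 arrays, and 482 fell when each probe set was centred on its own median. The number may therefore reflect the scaling as well as a change in the lines.

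Genes of chromosome 8 were brighter as a group on the B16-R2L array. Among 7078 genes detected on all 4 arrays, 402 lie on chromosome 8 in the gene table, and their median difference between B16-R2L and B16 was 0.36 log2 units above that of all genes. It was picked out of 60 comparisons, 20 chromosomes in 3 lines. With the deposited values chromosome 6 lay next farthest from all genes on B16-R2L, at -0.21. The shift of chromosome 8 was 0.35 after quantile normalization, which argues against normalization. It was 0.31 against B16-R2, so a fault of the B16 array does not explain it. Brightness and gene length are argued against because the highest of 10000 random lists matched on both reached 0.12. The shift was not a matter of a few genes, as 4 consecutive parts of the chromosome had medians from 0.29 to 0.44 and random lists of that size reached 0.22. In the 2 probe sets the medians against all genes were 0.57 and 0.16. The sets were themselves offset, and against the other genes of its own set the medians were 0.33 and 0.39, where random lists reached 0.13 and 0.13. GC content was not tested and stays open. Rising probes with a known chromosome numbered 398, and 17.1% of them lay on chromosome 8, against 5.37% of detected probes. The rising rule asks for a high signal on B16-R2L, so this share follows at least in part from the shift and is no separate evidence. A gain of copies of chromosome 8 in B16-R2L is a hypothesis that may explain the shift. It was found and tested on the same arrays, and no DNA was measured.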

How the results depend on the processing

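The alternatives were planned, except centring of each probe set on its own median, quantile normalization with detection on every array, removal of the probe set offset alone or of the overall shift alone, and the rank of Spp1 by the difference between B16-R2L and B16-RI, which were chosen after seeing the data. Over 25 results, 124 of 200 alternative values stayed within their limits, which were 1.5 times for a count. No paired analysis was possible because nothing pairs the lines, and no replicate was left out because 1 array per line was used. The second arrays, which match no sample of the labels, were not used. The planned percentile of the Spp1 signal among all probes was not run, because signals of different probes are not comparable. The rank of Spp1 has no value with detection on every array, since Spp1 was not detected on B16. The cause of a change was not tested unless it follows from the construction of the alternative or is stated.

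The counts depended on the scaling. With 75th percentile scaling, 392 probes rose and 499 fell at each step, and 1248 were above B16 in B16-R2. With each probe set centred on its own median, 290 rose and 482 fell, and 1088 were above B16 in B16-R2 and 1350 in B16-R2L. With 75th percentile scaling, probes above B16 made up 43.6% of the changed probes in B16-RI, 41.0% in B16-R2 and 46.0% in B16-R2L, against 52.1%, 63.2% and 60.2% with the deposited values. Quantile normalization with detection on every array left 167 rising and 185 falling probes. With the overall shift of each array removed and the probe set offset kept, 325 rose and 462 fell.

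Filters on dim probes changed the counts by their construction. With detection on every array 323 probes rose and 45 fell. Above B16 were 373 probes in B16-RI, 787 in B16-R2 and 682 in B16-R2L, and below B16 were 182, 79 and 174. None of the Fig. 5B probes passed, a count of 0, because none was detected on B16. With detection on each passaged array 400 rose and 45 fell, 643, 1060 and 956 were above B16, and 182, 79 and 174 were below. Without a filter 766 fell, 3647, 3493 and 3425 were above and 2609, 2862 and 3371 were below. With an S/N of at least 5, 136 fell, 834 were above in B16-RI and 1379 in B16-R2L, and 721, 519 and 622 were below.

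Size and step rules changed the counts by their construction. At 4-fold, 183 rose and 136 fell, 531, 477 and 511 were above and 378, 387 and 430 were below. At 1.5-fold, 1381 rose, 3521, 5525 and 4592 were above, and 2392 and 2318 were below in B16-RI and B16-R2L. With B16-RI already 2-fold from B16, 123 rose and 127 fell. With no order required between B16-R2 and B16-R2L, 510 fell.

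Spp1 stayed above B16 in every passaged line under every scaling run. Its log2 difference was 3.60, 5.28 and 5.67 with 75th percentile scaling and 3.35, 5.04 and 5.34 with centred probe sets. In B16-R2 it was 5.34 with quantile normalization and 5.62 with median scaling, and in B16-R2L 5.91 with median scaling. Its rank of 4 became 2 with detection on each passaged array, 5 with no order between B16-R2 and B16-R2L, 5 with centred probe sets and 5 by the difference between B16-R2L and B16-RI. Of the 10 Fig. 5B probes, between 7 and 10 rose at each step under the other alternatives run for them, which leave out quantile normalization with detection on every array and removal of the offset or the overall shift alone.

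Of 72 alternative values for gene lists, 67 stayed on the same side of the percentiles set as limits. The tricarboxylic acid cycle list moved to percentile 2.18 in B16-R2 with median scaling and 2.18 with 75th percentile scaling, to 0.835 without the detection filter, and to 1.58 in B16-RI with centred probe sets. The cytokine and chemokine list in B16-R2L dropped to 83.4 without the detection filter. Signal over background limits these results, since ratios of probes not detected on 1 side rest on an undetected signal.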

Differences from the paper's values

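The paper's number of genes that rose with each passage is 33. By the rule used here 661 probes rose at each step. The paper's analysis used duplicates and an Empirical Bayes test, and no such test was run on the single arrays analysed here. None of the alternatives set before the data were examined came within 1.5 times the paper's number. These were quantile normalization with 509 probes, median scaling with 770, 75th percentile scaling with 392, detection on every array with 323, detection on each passaged array with 400, no filter with 905, an S/N of at least 5 with 507, the 4-fold rule with 183, the 1.5-fold rule with 1381, steps of at least 0.1 log2 units with 466, B16-RI already 2-fold with 123, and no order between B16-R2 and B16-R2L with 913. The alternatives chosen after seeing the values, centred probe sets with 290, quantile normalization with detection on every array with 167, removal of the probe set offset alone with 523 and removal of the overall shift alone with 325, did not reach it either.

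The paper places SPP1 at the top of the genes that rose, by a meta-score. By the log2 difference between B16-R2L and B16 it ranked 4 among rising probes here, with ranks between 2 and 5 over the alternatives run for it. The 2 measures are not the same, and the paper's text does not define the meta-score. The paper shows the 10 listed genes rising with each passage, and 9 of the 10 did so here. All 10 did with no order required between B16-R2 and B16-R2L. Under quantile normalization 2210409B01Rik (Slc44a4) rose at each step and Rcn3 did not.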

Other observations

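The tests of normalization, of a single spot, of macrophages and of the probe set offset and the overall shift on the order of the arrays were chosen after the results were seen.

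More probes rose in the order B16, B16-RI, B16-R2, B16-R2L than in any of the other 23 orders with the deposited values, 661 against at most 527. The lead depended on the processing. The order also came first under quantile normalization, with 509 against 446, under median scaling, with 770 against 687, and among probes detected on every array, with 323 against 272. With 75th percentile scaling it ranked 3, with 392 probes against 499 in the reversed order. With 1 array per line used there is no spread against which to judge these margins, and the scalings differ in which order leads, so that normalization and noise of dim probes cannot be told apart from a change in the lines. With quantile normalization among probes detected on every array, the reversed order led with 185 probes against 167, which is consistent with normalization as a cause of the lead among well detected probes. Centring each probe set on its own median, which gave 482 probes in the reversed order against 290, removes the overall shift of each array together with the offset between the probe sets. Each was therefore removed alone from the deposited values. Without the offset, the order with B16-R2 and B16-R2L exchanged led with 601 probes against 523. The offset is therefore a candidate explanation of part of the lead. Without the overall shift, another order led with 466 probes against 325, and the order of the paper ranked 10 of 24. Quantile normalization removes the overall shift as well, to a median of -0.01 log2 units in each line, and kept the lead, so that the overall shift cannot be told apart from other causes. A change of expression with passage stays open for single genes.

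The offset between the 2 probe sets was seen in the raw signals as well. With median scaling, the first set lay above the second by 0.30 log2 units in B16-RI, 0.32 in B16-R2 and 0.51 in B16-R2L, relative to B16. If it shaped the calls, the set with more rising probes was expected to hold fewer falling probes. The first set held 72.6% of the rising probes and 40.8% of the falling probes, which is consistent with such an offset. What sets the 2 probe sets apart was not tested, and no biological explanation was tested.

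The excess of probes above B16 in B16-R2 and B16-R2L cannot be told apart from the effect of scaling. Quantile normalization gave 51.5% above B16 in B16-R2, but it forces the arrays to the same distribution and so decides nothing.

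Several explanations of the Spp1 rise were weighed. The smallest log2 difference of a passaged line over the scalings was 3.35, which argues against normalization. The other Spp1 probe was at least 2.89 above B16 in every passaged line, which argues against a fault of a single spot. A change of the whole region around Spp1 is argued against by the 20 nearest genes detected on every array, whose median difference between B16-R2L and B16 was 0.081 log2 units above that of all genes. On this measure the 2 highest of the 20 were the nearest on either side, Sparcl1 at 1.97 and Zfp33b at 0.90. Both are outside the rule for named genes and were named after their values were seen. The genes between them other than Spp1 that had a probe, Dspp, Dmp1, Ibsp, Mepe and Pkd2, were not detected on any array. A change of a shorter stretch next to Spp1 was not tested and stays open. The paper notes that osteopontin can come from macrophages. Of the 4 macrophage genes, Cd68 and Emr1 (Adgre1) were not detected on any array. Lyzs (Lyz2) had log2 signals of 2.32, 2.10, 1.72 and 1.91 on B16, B16-RI, B16-R2 and B16-R2L, a difference of -0.42 between B16-R2L and B16. Lyzs was already detected on B16, with an S/N of 10.47, so its own signal could hide a small share of macrophages. No probe of Csf1r, the remaining gene, was detected on B16-RI or B16-R2L. On B16-R2L its 2 probes had normalized signals of 0.44 and 1.35, against 0.28 and 1.28 on B16. The values of these 4 genes gave no clear sign of macrophages in B16-RI and B16-R2L, but they cannot exclude a small share as the source. Rising probes outside the fixed lists were not searched for other genes of macrophages. On B16-R2, 1 of 2 Csf1r probes was detected with an S/N of 3.10 and was at least 1.18 above B16. The other Csf1r probe was detected on B16 alone and differed by at least -0.71 there, and Lyzs was lower too. With these values, macrophages in the B16-R2 culture cannot be told apart from expression by its melanoma cells. Expression by the melanoma cells stays open and is a hypothesis.

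Both Vegfa probes were lower in the passaged lines. The probe detected on all 4 arrays differed from B16 by -1.85, -1.31 and -0.62 log2 units in B16-RI, B16-R2 and B16-R2L, and the other by at least -0.98 in B16-RI, where it was not detected, and by -1.32 and -0.88. The direction held under every scaling, with a smallest fall of -0.57, which argues against normalization. Vegfc was above B16 by 0.23, 0.92 and 0.83, and by at least 0.06 over the scalings in B16-RI. Kdr, Flt4, Xlkd1 (Lyve1), Vcam1 and Tnc were not detected on any array. A link with the lymphatic behaviour of the lines was not tested.

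Itga9, the integrin subunit that the paper studies on lymphatic endothelial cells, was detected on all 4 arrays of the melanoma lines. It was above B16 by 0.85 log2 units in B16-RI, 1.33 in B16-R2 and 0.94 in B16-R2L, and by 0.72, 0.81 and 0.70 under the scaling that gave least. Itgb1 differed by 0.06, 0.55 and 0.34, and changed sign with the scaling in B16-RI and B16-R2. Of 2 Itga4 probes, 1 was not detected on any array and the other differed from B16 by -2.26, -1.95 and -0.99. Itgb5 was detected on B16 alone and differed by at least -1.62, -2.15 and -2.33.

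Other lists gave no common direction. The median difference from B16 in B16-RI, B16-R2 and B16-R2L was at percentiles 41.2, 13.3 and 69.6 of random lists for 6 lymphangiogenic ligands, 6.41, 3.13 and 54.2 for 6 melanocyte genes, and 82.9, 43.3 and 74.9 for 7 cell shape genes. It was at 92.1, 14.2 and 24.8 for 3 fibroblast markers. The macrophage and endothelial lists had 2 and 1 detected genes and were given no percentile. Of the endothelial list, Pecam (Pecam1) was not detected on B16 and was at least 2.23 log2 units above it in B16-R2. Cdh1 was detected on B16 and B16-R2L and not on B16-RI or B16-R2. Col1a2 was above B16 by 1.24, 0.23 and 1.40, and in B16-R2 its sign changed with the scaling. Of 2 Cd79a probes, 1 was at least 1.54 above B16 in B16-RI and 1.14 in B16-R2L, and the other was above B16 by 0.24 and 0.10, with a sign that changed with the scaling. No explanation was tested for these genes.

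Further members of the lists changed at least 2-fold in 1 line or more, and kept the direction given here under every scaling run, apart from the probe of Tnks and the values of Actb named below. Among genes detected on both arrays compared, Ccl5 was above B16 by 1.75 log2 units in B16-R2L, D13Ertd275e (Parp8) by 1.29, Jak1 by 1.11, Mc1r by 1.11 and Socs3 by 1.01, and Cdh2 was above B16 by 1.22 in B16-RI. Genes not detected on B16 were above it by at least 2.42 for Itgb3, 2.06 for Snai1 and 1.39 for Ccl2 in B16-RI. In B16-R2 the difference was at least 1.96 for Sdhb, 1.31 for Ncam1 and 1.30 for Art5. In B16-R2L it was at least 1.73 for 1 of 2 Cxcl12 probes, 1.58 for Fgf2, 1.02 for 1 of 2 Cd3e probes and 1.01 for Aco1. Apart from that of Ncam1, each of these probes was detected on 1 array alone, so its value rests on a single reading. Of 2 Tnks probes, 1 was not detected on B16 and was at least 1.38 above it in B16-R2, and the other, listed as D130072O21Rik, was detected on every array and differed by 0.57 there, with a sign that changed with the scaling. Adprtl2 (Parp2) was over the flag limit on B16, and no ratio is given for it. In B16-RI, where they were not detected, Col1a1 differed by at least -1.36 and D13Ertd275e by at least -1.38. Of the other genes the paper names, Actb differed from B16 by 0.25, 0.23 and 0.08, with a sign that changed with the scaling in each line, and Itga2, Itga5 and Itgav were not detected on any array.

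Apart from Abcg2, the falling probes named by the rule were those of Cyp2c39, Lbx1h (Lbx1), Olfr301 and 4930590J08Rik. Each was detected on B16 alone, and on B16-R2L they were at least 7.31-fold, 14.0-fold, 9.94-fold and 12.3-fold lower. They were picked by signals at background on B16-R2L, so their order has no meaning. Other falling probes had larger ratios than Cyp2c39 when the undetected side was set by the rule above.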
